A study of Arabidopsis thaliana with 12 samples. Its data were reported in "H2AK121ub in Arabidopsis associates with a less accessible chromatin state at transcriptional regulation hotspots" (2021).

How the data were processed

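Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open DNA, in nuclei of whole Arabidopsis thaliana seedlings collected 10 days after germination. Per the labels, the 12 samples fall into 6 genotypes with 2 biological replicates each: wild-type Col-0 (WT) and the Polycomb group mutants bmi1abc, clf28swn7, emf1-2, lhp1 and ring1ab. The authors trimmed the reads with Trimmomatic, mapped them with bowtie to the TAIR10 genome without its organelle genomes, removed duplicates with Picard, and removed reads in a list of regions with excessive coverage. They called peaks in each replicate with MACS2 (extension size 200 bp, q-value threshold 0.05), intersected the peaks of the 2 replicates of a genotype with bedtools, and merged the Tn5 hypersensitive sites (THSs) of the 6 genotypes.

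The deposited list used here is that merged consensus. It has 3 columns, the chromosome, the start and the end of each region in bp, and its values are coordinates with no fold, score or signal attached. No column names a genotype or replicate. The samples were therefore not compared with each other here, and the authors' supplementary tables were not used. The list does not give the depth of each sample (the authors state an approximate number of reads for the replicates), and the values below have no error over replicates. The authors also describe a filter that drops THSs of low signal. The deposited list has more regions than they give after that filter, so it was assumed here to be the merge before it. This was not tested, and the filter as described would drop few regions. The processing bears on the measurements in 3 ways. With an extension of 200 bp MACS2 by default drops shorter calls, and intersecting replicates can leave pieces shorter than that. A merge over 6 genotypes keeps a region that was open in any 1 of them, so the list says nothing about which genotype opened it. Removing reads from regions of excessive coverage leaves stretches in which no THS can be called.

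Regions were placed on the RefSeq annotation of assembly TAIR10.1 (chromosomes 1 to 5). Every region lay within the chromosome lengths of that assembly. Coordinates in the text count from 1. The annotation held 37899 gene and pseudogene records on these chromosomes, of which 27444 were protein-coding. Transcription start sites (TSSs) were the outer 5′ ends of the gene records. The distance from a THS to a TSS was measured from the nearer edge, was 0 at overlap, and was signed by the direction of the gene. The annotation class of a THS was that of its midpoint, taken in the order promoter (1 kb upstream of a TSS), 5′ UTR, 3′ UTR, coding exon, other exon, intron and other intergenic sequence.

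Location, clustering (another THS within 1 kb, edge to edge), GC content and the ratio of densities between chromosomes were compared with 10000 sets of random regions of the same number and lengths, placed uniformly on the 5 chromosomes. The p-values are two-sided, and 0.0002 is the smallest that 10000 sets can give (0.002 with 1000 sets). Random regions may overlap each other and listed ones may not. Gene and THS densities were compared by Spearman correlation across 1193 windows of 100 kb, with a p-value from 10000 circular shifts of the THS counts along each chromosome. Shares of genes with a THS over the TSS or in the 1 kb upstream were compared by Fisher's exact test, two-sided, with 95% Wilson intervals. Gene types with at least 50 genes were compared with protein-coding genes. Genes are not independent replicates, so these tests describe this list. Transcription factor genes were the 374 protein-coding genes with "transcription factor" in an annotated product. Mean log2 lengths were compared by a permutation test with 100000 resamples, two-sided, whose smallest p-value is 1e-05. Occurrences of 4 motifs on either strand were counted in THSs and in flanks of the same length that started 1 kb beyond each edge and overlapped no THS, and the ratio of densities was given a 95% interval from 10000 bootstrap draws of 1-Mb blocks. Each ratio was ranked among the reorderings of the motif's own bases, with all occurrences and with at most 1 per region. Intervals for the number of covered bases and the median length come from 1000 draws of such blocks. Families of tests (7 annotation classes, 10 gene types) were adjusted by the Benjamini-Hochberg method.

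Genes were named by a rule fixed before the data were examined: the genes the study mutated or used in its sequential ChIP test, the 5 longest THSs with the gene of the nearest TSS, and the 5 protein-coding genes with the most THSs over the gene or its 1 kb upstream, ties taken by position. The annotation used here gives 10 of the 12 genes of the first group by symbol or synonym. It does not pair the names BMI1B and BMI1C with a gene, so these were left out.

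The alternatives chosen before the data were examined were regions of at least 200 bp, regions less than 150 bp apart merged, each chromosome left out in turn, random sets made by circular shift or within 100-kb windows, midpoint distances, TSSs of protein-coding genes only, upstream limits of 500 bp and 2 kb, neighbours within 500 bp and 2 kb, windows of 500 kb, windows without the tenth with the fewest genes, starts of all annotated genes, genes with a clear upstream region, median lengths, flanks at 200 bp, THSs in promoters only, and random regions in place of flanks. After the data were seen, 4 more were added: overlapping random regions merged before neighbours were measured, transcription factor genes chosen by product or coding-sequence note, regions of at most 2000 bp for coverage, and at most 1 motif occurrence counted per region.

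The statistics were tested on simulated data. In lists of random regions unrelated to genes, 2 of 40 were called for TSS location, 1 of 40 for clustering, 2 of 40 for GC content and 4 of 40 for promoters among the annotation classes. All 40 lists in which regions were moved upstream of TSSs were called. Equal motif densities gave an interval that included 1 in 94 of 100 runs, and equal gene shares were called in 5 of 100 runs. Distances to the TSS equalled those from a direct search for 500 of 500 regions, and motif counts equalled a text search in 2000 of 2000 comparisons. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.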

Results

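The study asked how Polycomb group (PcG) proteins, which keep genes repressed through histone marks, affect the accessibility of chromatin in Arabidopsis seedlings. ATAC-seq was performed in WT and 5 PcG mutants at 10 days after germination, with 2 replicates per genotype. The mutants are affected in the H2A ubiquitin ligase subunits BMI1 (bmi1abc) or RING1 (ring1ab), the H3K27 methyltransferases CLF and SWN (clf28swn7), or the plant proteins EMF1 (emf1-2) and LHP1 (lhp1). The data analysed here are the consensus list of Tn5 hypersensitive sites (THSs), the regions in which Tn5 insertions accumulated in both replicates of at least 1 of the 6 genotypes. It is a single merged list of the 12 samples. Its regions carry neither a genotype nor a signal, so no value below has a spread over replicates, and the list does not give the read depth behind each region. The comparisons address where in the genome the THSs lie, against regions placed at random.

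The list held 23226 THSs on chromosomes 1 to 5. They covered 7511747 bp, which is 6.30% of these chromosomes (95% interval from resampled 1-Mb blocks 5.93% to 6.69%). The median length was 254 bp (95% interval 250 to 257 bp), with quartiles of 161 and 404 bp. A total of 8371 THSs (36.0%) were shorter than 200 bp, the extension size of the authors' peak calls, and 465 were shorter than 50 bp. At the other end, 58 THSs exceeded 2000 bp, and these made up 3.22% of all covered bases. Regions of at least 200 bp numbered 14855, had a median length of 351 bp and covered 5.36% of the genome. The number of THSs per Mb ranged from 187 on chromosome 2 to 204 on chromosome 1, with 189 on chromosome 3, 192 on chromosome 4 and 198 on chromosome 5. The ratio of the highest to the lowest density was 1.09. In random sets it averaged 1.04 (p = 0.0014, Monte Carlo test, two-sided, n = 23226 THSs), so the chromosomes differed by more than independent uniform placement gives. Such placement keeps no regional variation in THS density, so the p-value does not cover that variation.

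To locate the THSs around genes, the distance to the nearest TSS of any annotated gene was measured. Of all THSs, 7263 (31.3%) overlapped a TSS and 5832 (25.1%) lay up to 1 kb upstream of one, while 3114 (13.4%) lay up to 1 kb downstream. Between 1 and 3 kb there were 2734 THSs (11.8%) upstream and 3144 (13.5%) downstream. Beyond 10 kb there were 44 upstream and 41 downstream. Together, 56.4% of the THSs overlapped a TSS or lay within 1 kb upstream of it (95% interval from resampled blocks 54.8% to 57.7%). In 10000 random sets this share was 30.7% ± 0.301 (SD over sets), which makes the THSs 1.84-fold more frequent there (p = 0.0002, Monte Carlo test, two-sided, n = 23226, the smallest value that 10000 sets give). The fold moved most with the upstream limit, to 2.16 at 500 bp and to 1.63 at 2 kb. With protein-coding genes alone it was 2.16. Midpoints were most frequent between 100 and 50 bp upstream of protein-coding TSSs, where 1538 THSs stood against 257 random regions, a 5.99-fold difference.

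**Figure D1:**
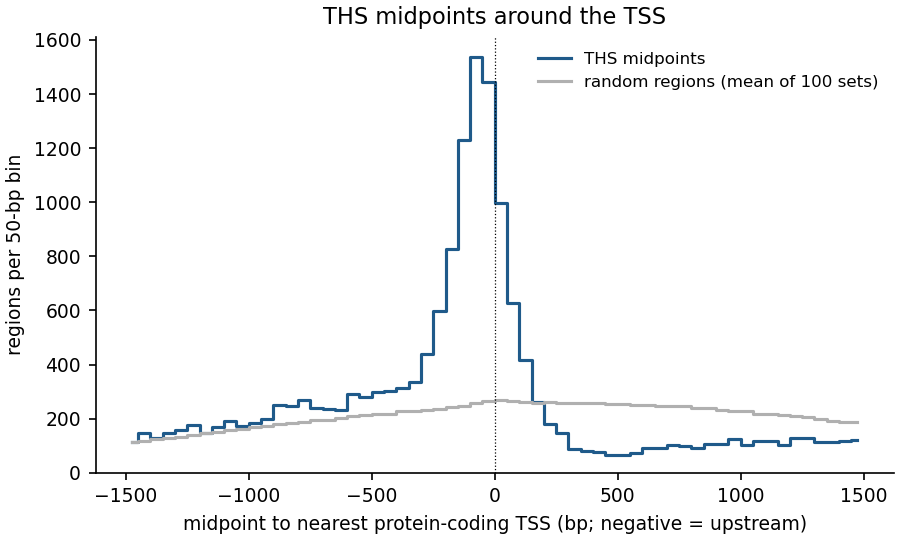
Number of THS midpoints (blue) and of random region midpoints (grey, mean of 100 sets) in 50-bp bins of the distance in bp to the nearest TSS of a protein-coding gene, with negative values upstream. The THS line peaks at 1538 regions between 100 and 50 bp upstream, where the random line stands at 257.

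The annotation class of the midpoints was compared with that of random regions in the same way. Promoters, the 1 kb upstream of a TSS, held 49.3% of THSs against 28.2% of random regions (1.75-fold). The 5′ UTR held 8.61% against 4.31% (2.00-fold). The share outside genes and promoters was also higher, at 20.7% against 18.5% (1.12-fold). THSs were less frequent in coding exons (10.3% against 22.8%, 0.451-fold), in other exons (3.32% against 8.29%, 0.401-fold) and in introns (3.91% against 13.6%, 0.287-fold). The 3′ UTR differed least among the depleted classes, with 3.87% against 4.31% (0.898-fold). All 7 classes differed from the random sets, with an adjusted p of 0.0008 for the 3′ UTR and 0.000233 for each of the others (Benjamini-Hochberg over 7 classes). All 7 also differed, in the same direction, under every alternative run for the classes. The size of the depletion in other exons depended on the random sets. With random placement within 100-kb windows it was 3.32% against 4.48% (0.741-fold).

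**Figure D2:**
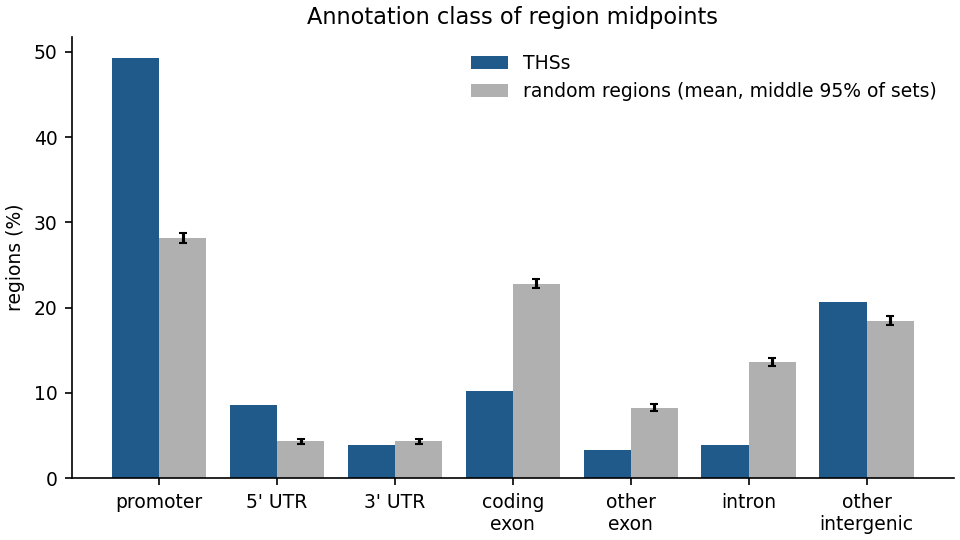
Percent of region midpoints in each of 7 annotation classes for THSs (blue) and random regions of the same lengths (grey, mean of 10000 sets, error bars spanning the middle 95% of sets). THSs exceed random regions in promoters (49.3% against 28.2%), 5′ UTRs and other intergenic sequence, and fall below them in the other 4 classes.

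The lengths of THSs near TSSs and of the others were compared. The 13095 THSs over a TSS or within 1 kb upstream had a median length of 292 bp, against 208 bp for the other 10131. Mean log2 length differed by 0.48 (SD 0.92 and 1.13; p = 1e-05, permutation test, two-sided, the smallest value that 100000 resamples give). Measured from the nearer edge, a longer region reaches a TSS more often by its length alone. With the distance taken from the midpoint, the difference was 0.33. Among regions of at least 200 bp it shrank to 0.10 and kept the same p. The bases in THSs had a GC content of 36.26%, against 36.03% ± 0.0520 (SD over sets) in random regions, a difference of 0.236 percentage points (p = 0.0002, Monte Carlo test, n = 23226). For regions of at least 200 bp the difference had the opposite sign, -0.265 percentage points (p = 0.0002, n = 14855), so the list has no direction in GC content that holds for short and long regions alike.

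Whether THSs lie close together was asked next. Another THS lay within 1 kb of 42.2% of THSs, against 40.2% ± 0.388 of random regions (1.05-fold, p = 0.0002, Monte Carlo test, n = 23226). This comparison depended on the distance and on the random sets. Within 500 bp the share was 25.1% against 27.4% (0.916-fold, p = 0.0002, n = 23226), and within 2 kb it was 62.8% against 59.5% (1.06-fold). Random regions may overlap each other, which listed regions cannot. With overlapping random regions merged first, an alternative chosen after the data were seen, the share within 1 kb was 32.3% and the fold 1.31. This was run for 1 kb only, so the fold below 1 within 500 bp may come from overlaps in the random sets.

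The number of THSs per 100-kb window followed the number of protein-coding gene starts (Spearman rho = 0.498 across 1193 windows; p = 0.0002, the smallest value 10000 circular shifts give; middle 95% of shifts -0.241 to 0.264). Windows are not independent replicates, which the shifts take into account. Without the tenth of windows that held the fewest genes, rho was 0.355 (p = 0.0002), the lowest value among the alternatives. The longest stretch without a THS was 267450 bp, on chromosome 2 from 3259515 to 3526964. It contained the TSSs of 86 protein-coding genes. The longest such stretches on chromosomes 1, 3, 4 and 5 contained 0, 7, 2 and 3. Among all stretches between neighbouring THSs, the next most protein-coding TSSs, 47, lay in one on chromosome 5 from 14305479 to 14502173, singled out after its values were seen.

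**Figure D3:**
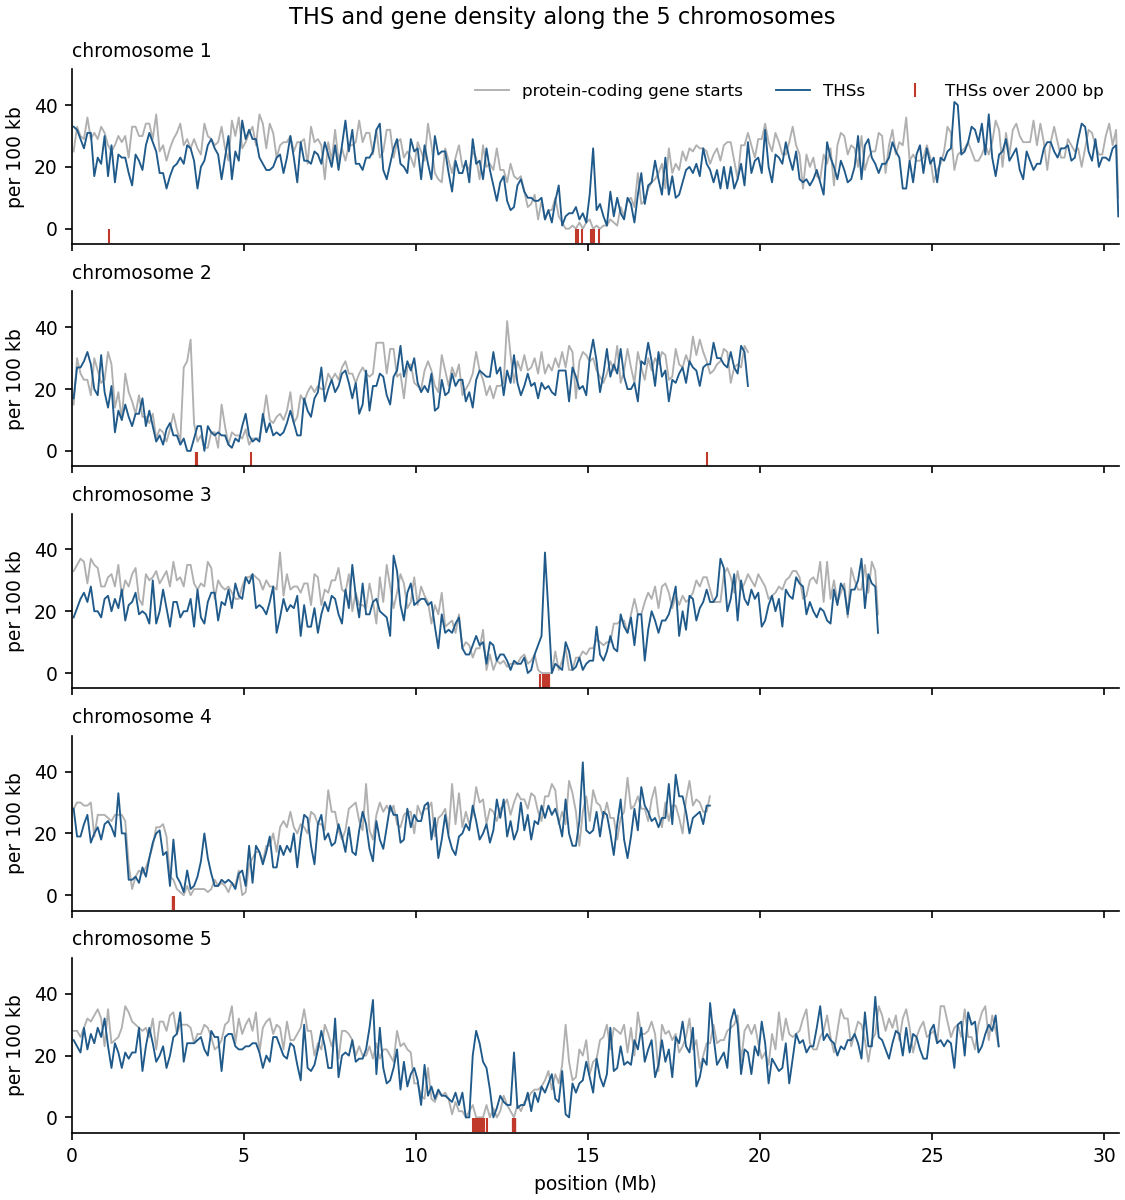
Number of THSs (blue) and of protein-coding gene starts (grey) per 100-kb window along chromosomes 1 to 5 (position in Mb), with red ticks at the 58 THSs over 2000 bp. Both densities fall in a gene-poor part of each chromosome, where most red ticks stand and where the THS line has narrow peaks with few genes on chromosomes 1, 3, 4 and 5. The gene line rises without a THS line near 3.4 Mb on chromosome 2 and near 14.4 Mb on chromosome 5.

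Gene types differed in how often a gene had a THS over its TSS or in the 1 kb upstream. Among protein-coding genes 13062 of 27444 had one (47.6%, 95% Wilson interval 47.0% to 48.2%). The share was 69.0% (63.4% to 74.1%) for 287 snoRNA genes (odds ratio 2.45, adjusted p = 1.17e-12, Fisher's exact test). It was 7.63% (6.84% to 8.51%) for 3917 pseudogenes, with an odds ratio of 0.0910 and a p-value too small for double precision (log10 of the smaller tail -586). Transcribed pseudogenes had a share of 17.3% (odds ratio 0.230) and antisense RNA genes 12.7% (odds ratio 0.160). Long noncoding RNA genes reached 30.4%, other RNA genes (misc RNA) 34.1%, tRNA genes 35.7% and miRNA genes 37.4%. These 8 of the 10 types differed from protein-coding genes after adjustment, miRNA genes with the largest adjusted p of the 8, 0.000345. Genes of snRNA (51.2%, adjusted p = 0.645) and of type ncRNA (48.0%, adjusted p = 0.946) did not by the same Fisher's exact test. With 82 and 221 genes, their intervals spanned 40.6% to 61.7% and 41.5% to 54.5%.

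**Figure D4:**
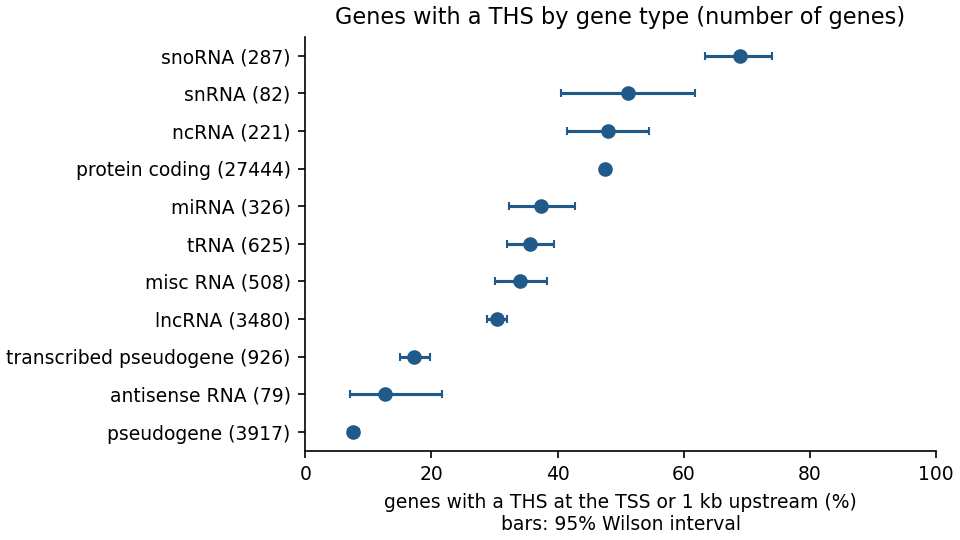
Percent of genes of each annotated type (number of genes in parentheses) with a THS over the TSS or in the 1 kb upstream, with bars for the 95% Wilson interval. The types range from 7.63% of pseudogenes to 69.0% of snoRNA genes, around 47.6% of protein-coding genes.

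Because the study related THSs to the regulation of transcription, genes of transcription factors were compared with all other protein-coding genes. Of 374 transcription factor genes 197 had a THS (52.7%, 95% Wilson interval 47.6% to 57.7%), and of 27070 others 12865 (47.5%, 46.9% to 48.1%). The odds ratio was 1.23 with p = 0.0536 (Fisher's exact test, two-sided), short of 0.05. The call depended on the setting. At an upstream limit of 500 bp the odds ratio was 1.09 (p = 0.427), and at 2 kb it was 1.30 (p = 0.0154, Fisher's exact test for both). Without chromosome 2 it was 1.31 (p = 0.0197, Fisher's exact test). With 1205 genes chosen by product or coding-sequence note, an alternative added after the data were seen, it was 1.30 (p = 9.45e-06, Fisher's exact test). These 1205 genes include the 374. The rest of them were counted among the 27070 others in the first comparison, which can narrow its difference.

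Sequence motifs were counted in THSs and in their flanks. The flanks were not matched for annotation class, and promoters without a THS were not compared. A ratio can therefore reflect location in promoters as well as accessibility. The G-box CACGTG occurred 4562 times in THSs, or 0.607 per kb, against 0.0961 per kb in flanks. The ratio was 6.32 (95% bootstrap interval 5.90 to 6.76), and among the 102 distinct reorderings of its bases, itself included, none had a higher one. The W-box core TTGACC had a ratio of 1.54 (1.46 to 1.61), and 9 of 180 reorderings, itself included, reached it. The GA repeat GAGAGA had a ratio of 1.55 (1.45 to 1.65). Of its 20 reorderings 2 reached it, itself and AGAGAG, the same repeat in another phase, and the highest of the other 18 had a ratio of 1.06. With at most 1 occurrence counted per region, an alternative added after the data were seen, the ratio of the GA repeat was 1.10 (1.05 to 1.13). The telo-box AAACCCTA did not differ from flanks (ratio 1.08, 0.845 to 1.34), and 118 of 280 reorderings reached its ratio. Its direction changed with the setting, to 0.750 (0.556 to 1.01) with flanks at 200 bp and to 0.921 (0.805 to 1.07) without chromosome 1. It was 1.16 (1.03 to 1.30) in promoter THSs and 0.879 with random regions in place of flanks (Monte Carlo p = 0.00599, n = 23226), so these settings called it in opposite directions.

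**Figure D5:**
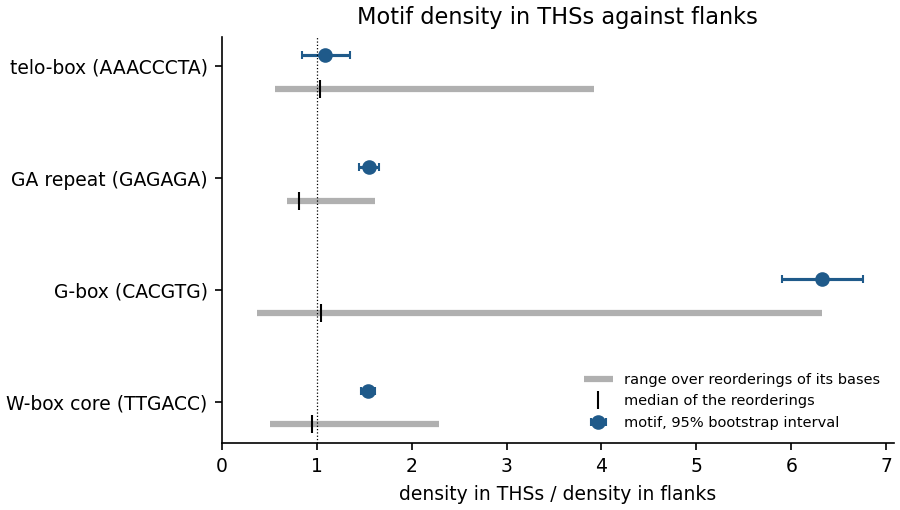
Ratio of motif density in THSs to that in flanks for 4 motifs (blue points, bars for the 95% bootstrap interval), with the range (grey) and median (black tick) over all reorderings of each motif's bases. The G-box stands at 6.32, the top of its range, while the telo-box interval (0.845 to 1.34) includes 1.

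Among the genes mutated in the study, the list placed THSs at the 7 that the annotation names, although the list used here does not tell in which genotype each was open. CLF (AT2G23380, chromosome 2, 9955092 to 9960386) had a THS of 230 bp across its TSS, from 9955041 to 9955270. SWN (AT4G02020, chromosome 4, 886580 to 891987) had one of 558 bp from 886043 to 886600, with its midpoint in the promoter. EMF1 (AT5G11530, chromosome 5, 3695792 to 3701549) had a promoter THS of 1025 bp from 3694668 to 3695692 and one of 145 bp in the 3′ UTR. RING1A (AT5G44280) and RING1B (AT1G03770) each had a promoter THS, of 391 and 350 bp. BMI1A (DRIP2 in the annotation, AT2G30580) had a THS of 71 bp in the 5′ UTR. LHP1 (TFL2 in the annotation, AT5G17690) had 1 of 123 bp in a coding exon and none in its promoter. Of the genes used for sequential ChIP in the study, PLT5 (AIL5, AT5G57390) had a THS of 1141 bp with its midpoint 400 bp upstream of the TSS, from 23256533 to 23257673 on chromosome 5. AG (AT4G18960) had a promoter THS of 352 bp and an intronic one of 438 bp, from 10386289 to 10386726 on chromosome 4. SOC1 (AGL20, AT2G45660) had none over the gene or its 1 kb upstream.

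Over all protein-coding genes, 16497 (60.1%) had at least 1 THS over the gene or its 1 kb upstream, and 5172 (18.8%) had at least 2. The most THSs, 7, were at GAD2 (AT1G65960, chromosome 1, 24551807 to 24557730), a count not corrected for the length of the gene. A further 5 genes had 6, of which AT1G04680, AT1G18390, AT1G79120 and AT3G59290 come first by position. The 5 longest THSs all had their midpoint in intergenic sequence and overlapped no annotated gene. The longest measured 20399 bp, on chromosome 5 from 11877207 to 11897605, and its nearest TSS was that of the pseudogene AT5G32241, 11193 bp away. On the same chromosome, THSs of 8212 bp (11852138 to 11860349) and 7990 bp (11861299 to 11869288) had MIR854a (AT5G04995) as the gene of the nearest TSS. The others measured 8980 bp on chromosome 4 (2927484 to 2936463, nearest the pseudogene AT4G05610) and 7651 bp on chromosome 3 (13688879 to 13696529, nearest the pseudogene AT3G33084). In these 5 THSs between 91.7% and 96.6% of positions began a 32-bp sequence that occurs more than once in the nuclear chromosomes.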

Values the study reported

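The study counted 11,351 THSs in WT seedlings. Of the mutants, it found 12,803 in lhp1 and 13,829 in ring1ab. For the severe ones it gave 13,472 THSs in emf1-2, 17,162 in clf28swn7 and 17,420 in bmi1abc. Its filtered consensus, limited to sites with a signal above 3 CPM, had 17,372 THSs.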

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

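In all, 341 alternatives were run over 34 results, and 313 stayed within the limits set for them. For a tested value the limit was its direction and its side of the threshold, for a number of THSs or of calls a change of at most 1.5 times, and for coverage and median length the 95% interval. The alternatives were fixed beforehand, except the 4 added later that the methods name. The fold of THSs within 1 kb upstream of a TSS, the ratio of densities between chromosomes, the annotation classes, the correlation with gene density, the difference in length and the ratios of the G-box, W-box core and GA repeat kept their direction and their side of the threshold under every alternative run for them. The ratio between chromosomes is the highest density over the lowest and cannot fall below 1, so its direction was fixed. Its only alternatives were regions of at least 200 bp and regions merged. The fold near the TSS ranged from 1.63 (upstream limit of 2 kb) to 2.16 (500 bp), and the G-box ratio from 5.07 (random regions in place of flanks) to 7.05 (promoter THSs). The number of gene types that differed from protein-coding genes rose from 8 to 9 with regions of at least 200 bp, and that of motifs from 3 to 4 in promoter THSs and with random regions in place of flanks.

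Keeping only regions of at least 200 bp left 14855 THSs with a median length of 351 bp and a coverage of 5.36%, which follows from the filter. It also took the clustering fold to 1.01 (p = 0.429, Monte Carlo test, n = 14855), reversed the difference in GC content to -0.265 percentage points and raised the odds ratio of transcription factor genes to 1.29 (p = 0.0174, Fisher's exact test). Merging regions less than 150 bp apart gave a median length of 262 bp and reversed the clustering fold to 0.977, as merging removes the closest neighbours. Clustering also reversed within 500 bp (0.916) and with random placement inside 100-kb windows (0.972, Monte Carlo p = 0.004, n = 23226). The reversed folds were all measured against random regions that may overlap each other. None was rerun with those regions merged, so overlaps in the random sets may account for the reversals in whole or in part. Circular shifts gave 1.00, which their construction fixes, since they keep all gaps.

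For transcription factor genes the odds ratio was 1.30 with a 2-kb limit, 1.32 among genes whose upstream region is clear of other genes (p = 0.0491, Fisher's exact test) and 1.30 with genes chosen by product or note, all past 0.05. Leaving out 1 chromosome each time gave odds ratios from 1.18 to 1.31, past 0.05 only without chromosome 2 (1.31). The telo-box ratio fell below 1 with flanks at 200 bp (0.750), with random regions in place of flanks (0.879) and with at most 1 occurrence counted per region (0.915). It passed the threshold in both directions, above 1 in promoter THSs (1.16, 95% interval 1.03 to 1.30) and below 1 with random regions in place of flanks (Monte Carlo p = 0.00599, n = 23226). Leaving out 1 chromosome each time gave ratios from 0.921 (without chromosome 1) to 1.15. Except where stated, the cause was not tested.

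The gene types ncRNA and snRNA, which did not differ from protein-coding genes, changed direction around 1. The odds ratio of ncRNA genes was 0.975 for regions of at least 200 bp and 0.983 with a 2-kb limit, and ranged from 0.938 (without chromosome 2; 0.954 without chromosome 1) to 1.08 as chromosomes were left out. That of snRNA genes was 0.995 with a 2-kb limit and ranged from 0.974 (without chromosome 1; 0.990 without chromosome 4) to 1.58 as chromosomes were left out. With regions of at least 200 bp, snRNA genes passed the threshold (odds ratio 1.64, adjusted p = 0.0322, Fisher's exact test). The odds ratio of snoRNA genes, 2.45, kept its direction and its side of the threshold but varied in size. It ranged from 1.51 with a 500-bp limit (adjusted p = 0.0007, Fisher's exact test) to 2.97 without chromosome 1.

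No paired analysis was possible because the list has no column per genotype or replicate. For the same reason the alternatives planned for a comparison of genotypes (another pseudocount, a replicate block, each replicate left out) were not run. The alternative of protein-coding TSSs gave no value for the gene types, which it would remove.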

Other observations

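The tests below were chosen with the patterns they address in part already seen, but before their own results were seen, except the count of organelle-like THSs outside the gap on chromosome 2, the setting aside of the second phase of the GA repeat, the reading of a share at exactly the 5% limit as not past it, and the ranking of all hexamers.

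The 58 THSs over 2000 bp lay mostly in gene-poor sequence. The median number of protein-coding TSSs within 50 kb of them was 0, against 27 for the other THSs, and 24 of the 58 were on chromosome 5. In the median long THS 91.2% of positions began a 32-bp sequence found more than once in the nuclear chromosomes, and in 55 of the 58 the share exceeded 50%. Random regions of these lengths had a mean median of 0.448%, and none of 1000 sets reached the observed value. Reads shared between repeat copies are therefore a candidate explanation for these long THSs, since a mapper may place such reads on one of several copies and coverage adds up along an array. Reads of the organelle genomes are not one: the median share of positions found in the mitochondrial or plastid genome was 0, and no long THS had any. The authors' reads were paired and longer than 32 bp, so a read can be unique where a 32-bp sequence is not. The repeated share therefore does not show that reads were shared. Open chromatin at repeats in 1 or more genotypes stays untested, because the list used here does not separate the genotypes.

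The longest stretch without a THS, on chromosome 2 from 3259515 to 3526964, contained 86 protein-coding TSSs. In it 91.4% of 32-bp sequences also occur in the mitochondrial genome, against 0.232% for both organelle genomes over all nuclear chromosomes and at most 0.0521% in the longest gaps of the other 4 chromosomes. Reads removed at copies of organelle sequence are a candidate explanation for this gap, through the authors' removal of regions with excessive coverage. The absence of THSs there may thus say nothing about accessibility. The authors' own list of removed regions was not used here, so whether it holds this gap was not checked. Closed chromatin in a copy of mitochondrial DNA was not tested and stays open.

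The stretch between THSs with the next most protein-coding TSSs, 47, lay on chromosome 5 from 14305479 to 14502173. None of its 32-bp sequences (0%) occurs in an organelle genome, so copies of organelle sequence are not its cause, but 88.3% occur more than once in the nuclear chromosomes. Reads shared between repeat copies are a candidate explanation for the lack of THSs there, for instance if such reads were dropped. The limit of 32-bp sequences given above holds here too. The long THSs above have a similar share of repeated sequence, so that share goes with opposite outcomes in these places, and how the mapping treated such reads was not tested. No biological explanation was tested.

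Elsewhere, 39 THSs shared at least 1 sequence of 32 bp with an organelle genome, and in 8 of them more than 50% of positions did. Over the whole genome that is fewer than the 72.0 ± 8.56 (SD) of random sets, and within 100-kb windows it is more than the 18.8 ± 4.18 of random sets (Monte Carlo p = 0.002 for each, n = 23226, the smallest value 1000 sets give). The count thus differs from both kinds of random sets but in opposite directions, which leaves the explanation by organelle reads open over the whole genome. Uniform random sets also place regions in the gap on chromosome 2. Placed outside it, they had 23.6 ± 4.80 such regions (Monte Carlo p = 0.004, n = 23226). Reads of the organelle genomes placed on nuclear copies are a candidate source of this excess, which involves few of the 23226 THSs.

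Of the 8371 THSs under 200 bp, 42.5% lay over a TSS or within 1 kb upstream. Random regions of the same lengths had 26.6% ± 0.487 there (1.60-fold, Monte Carlo p = 0.002, n = 8371, the smallest value 1000 sets give). Chance overlap of calls lying anywhere in the genome would have placed them like random regions, so chance overlap of the replicates' calls cannot be the whole source of the short THSs. Chance overlaps of calls that are themselves near genes are not excluded. Their fold was lower than the 1.95 of THSs of at least 200 bp, and an admixture of chance overlaps may account for that difference, which was not tested.

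Genes of the annotated type pseudogene had a THS far less often than protein-coding genes. Which kinds of sequence this type holds was not examined. Among genes with no repeated 32-bp sequence from the TSS to 1 kb upstream, 15.4% of 486 pseudogenes and 52.4% of 19512 protein-coding genes had one, an odds ratio of 0.165 (p = 2.24e-63, Fisher's exact test). Reads shared between repeat copies therefore cannot be the whole cause of the low share. For snoRNA genes, clustered genes that share a THS were weighed. With snoRNA genes at most 1 kb apart taken as 1 locus, 93 of 142 loci (65.5%) had a THS. Counting the first gene of each locus alone, 64.1% had one, against 47.6% of protein-coding genes (odds ratio 1.96, p = 9.54e-05, Fisher's exact test), so sharing within clusters did not account for the higher share. No biological explanation was tested for either type.

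The upstream neighbour of transcription factor genes was at a median distance of 1253.5 bp, against 715 bp for the other protein-coding genes. Stratified by that distance into 10 groups, the odds ratio of having a THS was 1.25 (95% interval 1.02 to 1.53). For the 1205 genes chosen by product or note it was 1.32 (1.17 to 1.48). The length of the intergenic sequence upstream therefore did not remove the difference, which stays small.

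Base composition was weighed for each motif by the reorderings of its bases. It does not account for the G-box, whose ratio was matched by 1 of 102 reorderings, itself, with all occurrences and with at most 1 per region. For the GA repeat, with all occurrences counted, the reorderings that are not another phase of the repeat reached a ratio of 1.06 at most, below the interval of its 1.55. However, 116 THSs with at least 10 occurrences held 15.9% of them. With at most 1 counted per region those reorderings reached 1.07, inside the interval of its 1.10 (1.05 to 1.13), so base composition stays open for the presence of the repeat and is argued against for its number of copies. For the W-box core 9 of 180 reorderings reached its ratio (10 with at most 1 occurrence per region). The first share is at the 5% limit and not past it. The median over all its reorderings was 0.949, so base composition by itself did not raise most of them. The highest ratio, 2.29, was that of TCACGT, which contains the bases CACGT of the G-box. The rank thus mixes composition with other motifs and does not settle the source of the W-box ratio. For the telo-box 118 of 280 did (104 at or below its ratio with at most 1 per region), so composition alone could give its ratio as well. Among all 2080 hexamers, taken with their reverse complements, CACGTG ranked 4 by its ratio of THS to flank density. GGCCCA stood first with a ratio of 10.3 (8319 occurrences in THSs), followed by GGGCCC (9.52) and AGGCCC (7.98). The lowest ratio was that of CTGCAG, 0.369.

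The telo-box ratio changed direction with the flanks and with chromosome 1. Arrays of telomere-like repeats were weighed as a candidate cause, since 8 THSs with at least 10 occurrences held 20.9% of all 1067. The most, 46, were in the THS on chromosome 1 from 15166604 to 15169526. With at most 1 occurrence counted per region, the ratio was 0.915 (95% bootstrap interval 0.835 to 1.00), and it stayed below 1 with flanks at 200 bp (0.636, 0.575 to 0.701) and without chromosome 1 (0.891, 0.798 to 0.989). The value above 1 with the usual flanks and all chromosomes may therefore come from a few repeat arrays. The other values above 1, such as that of promoter THSs (1.16, 95% interval 1.03 to 1.30), were not recounted once per region. Whether arrays account for them was thus not tested. Counted once per region, the element was less frequent in THSs than in flanks with flanks at 200 bp and without chromosome 1. The intervals of these settings exclude 1, while the interval with the usual flanks and all chromosomes reaches it.

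The list held 23226 THSs in all. That is higher than the filtered consensus quoted from the study above. A signal filter applied after the merge was not tested as the reason, as the list has no signal.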
